A study of Mus musculus with 10 samples.

How the data were processed

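The samples were cardiomyocytes, the contracting muscle cells of the heart, from wild-type mice of the labels' GFP and dnMKL1 groups, with 5 biological replicates in each. Per the labels, the mice received 5e+08 viral genomes per gram of body weight on postnatal day 1, and the cells were taken on postnatal day 14. Per the labels' protocols, hearts were digested by collagenase perfusion, cells were purified by fluorescence-activated sorting, and 10 ng of total RNA was reverse transcribed with a SMART-Seq kit. The cDNA was amplified over 8 PCR cycles, and 500 pg of it entered the Nextera XT library preparation.

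Per the labels' design text, the authors aligned the reads with STAR and counted them per gene with featureCounts. The versions, the genome build, the annotation and the use of strand are not stated there. Genes are therefore named by symbol with no coordinates, and values of overlapping genes, antisense genes and near-identical copies such as Hspa1a and Hspa1b are uncertain where the counting could split or share their reads. The one table analysed here is the authors' own comparison of the groups, with the columns of a DESeq2 results table per the file headers. It lists 23337 genes and no values per library. The base mean in the authors' deposited table is a signal in normalized counts, averaged over the libraries after division by the authors' size factors. The deposited fold change and its standard error (SE) are on the log2 scale. The deposited Wald statistic is a score equal to the log2 fold change divided by its SE, with a largest gap of 1.14e-05 over the genes checked. The deposited p-value is the two-sided normal p-value of that statistic, and the deposited adjusted p-value was recomputed by the Benjamini-Hochberg method with a largest gap of 1.44e-07. The authors' adjustment ran over 14056 genes with a base mean of 1.31 or more. Another 3307 genes had a p-value and no adjusted one, 8 had a fold change and no p-value, and 5966 were listed at 0.

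The direction of the fold change is not stated in the headers. It was read from Mkl1, the gene the vector's product derives from, so that positive values mean higher expression in dnMKL1 libraries. All directions rest on that reading.

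The plan fixed before the data were examined was a count test, on the assumption that counts per library were at hand. Since the table holds only the comparison, the authors' adjusted p-value under 0.05 was used, which the plan named for that case. No SD over replicates, no fit without 1 library and no regrouping of the libraries was possible for genes. The replicate error of each gene enters through the deposited SE. Group means were computed from the base mean and the fold change, taking the base mean as the average of 2 groups of equal size. They are called implied means. As a check on list medians, implied means at or under 3 normalized counts were set to 3, and genes that low in both groups were left out. Such folds still rest on fitted values and are not bounds.

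The size factors were recovered from genes with 1 read in 1 library, whose base mean equals 1 divided by 10 times that library's size factor. The sign of their fold change gave the group. The factors cannot be matched to replicate numbers. A library's total was estimated as its size factor times the summed implied means of its group, which takes every library of a group to have that group's composition. Reads carry no molecular identifiers, so intervals and floors cover counting error only. Group comparisons of such values used exact two-sided permutation tests.

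Gene lists came in 2 kinds. Before the data were examined, 14 lists were fixed, of which 9 cover processes and 5 cover markers of other cell types: SRF-MRTF targets, SRF-TCF immediate early genes, sarcomere, immature isoforms, calcium handling and T-tubule, fatty acid oxidation, electron transport, cell cycle, interferon response, and endothelial, fibroblast, mural, macrophage and erythroid markers. After the genes with the largest changes had been seen, 4 lists of stress genes (integrated stress response, p53, NRF2 and heat shock) and lists of atrial and Y-linked genes were added. Members already seen were left out of the stress and atrial tests. A list's median log2 fold change was placed among those of 10000 random lists of the same size, each member replaced by 1 of the 200 genes nearest in base mean. Such a percentile describes a list against other genes and leaves out replicate error and correlation between members. Only 140 genes had a base mean of 10000 or more, fewer than the 200 drawn from. For the most abundant members, as in the sarcomere and electron transport lists, the matching therefore reached to genes of lower base mean. A competitive set test (limma cameraPR, limma 3.58.1, R 4.3.3) on the deposited Wald statistics was added after seeing the data, with preset correlations of 0.01 and 0.05 between genes and Benjamini-Hochberg adjustment over 17 lists. Neither fry nor camera with an estimated correlation could be run without values per library.

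Transcript length and GC content came from the longest transcript per symbol in the GENCODE mouse reference on GRCm38, which may differ from the authors' build. Of the symbols, 20953 matched directly and 1920 through a synonym, and 464 had no match.

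The genes named are, by the rule fixed beforehand, Mkl1, Mkl2, Srf and Myocd, the 5 genes that rose most and the 5 that fell most in log2 fold change among those with an adjusted p-value under 0.05 and a base mean of at least 50, the 3 members of each list with the smallest p-value, and the 3 most abundant members of each cell-type list. Any other gene named was chosen after its values were seen.

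Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data, the procedure recovered 89.5% of 200 changed genes, and 5.29% of 189 calls were unchanged genes. It placed 40 of 40 shifted lists and 0 of 40 unshifted lists outside the central 95% of random lists, and recovered 10 of 10 size factors. For genes and lists, the simulated genes were independent, effects had a fixed size, and SEs were capped below the largest deposited ones. Those rates therefore check the code and need not hold for the data. Alternatives were other thresholds, a fold minimum, adjustment over all p-values, minimum base means, centring on the median, total-count scaling and matching on length and GC content.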

Results

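The effect of dnMKL1, a dominant-negative form of the transcriptional coactivator MKL1 (also called MRTF-A), was measured in mouse cardiomyocytes by RNA sequencing. MKL1 binds serum response factor (SRF), and a dominant-negative form interferes with the normal protein. Adeno-associated virus of serotype AAV9 carried either dnMKL1 with GFP or GFP alone behind the cardiac troponin T promoter, which is active in cardiomyocytes. There were 5 GFP and 5 dnMKL1 libraries. The comparison asks which transcripts differ between cardiomyocytes with dnMKL1 and those with GFP alone.

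Depth was recovered through the size factors. They were 0.660, 0.662, 1.08, 1.22 and 1.28 for the GFP libraries and 0.809, 0.882, 0.921, 1.38 and 1.58 for the dnMKL1 libraries. Their means were 0.980 ± 0.301 (SD, n = 5) and 1.11 ± 0.342 (SD, n = 5), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.532). Estimated totals ran from 8803028 to 17123577 counts in GFP libraries and from 8835136 to 17228616 in dnMKL1 libraries. The base means in the authors' deposited table summed to 12123066 normalized counts, of which the 10 most abundant genes took 15.4% and Myh6 alone took 4.91%.

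Mkl1 was examined first, as the gene from which the vector's product derives. Its log2 fold change in the authors' deposited table was 9.80 (SE 0.15), with the p-value listed as 0. The implied mean rose from 83.9 normalized counts in the GFP group to 74899 in the dnMKL1 group. Reads from the vector and from the endogenous gene are not separated in this value. Among its partners, the authors' deposited table gave log2 fold changes of 0.43 (SE 0.08) for Mkl2, -0.80 (SE 0.10) for Srf and 0.90 (SE 0.21) for Myocd. Their Benjamini-Hochberg adjusted Wald p-values in the authors' deposited table were 3.2e-06, 2.6e-13 and 1.8e-04.

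Of the 14056 genes with an adjusted p-value in the authors' deposited table, 4792 were under 0.05, with 2340 higher and 2452 lower in dnMKL1 libraries. The alternative that moved this count most was a minimum absolute log2 fold change of 1, which left 942 genes, 654 higher and 288 lower. The split between directions depended on scaling. The implied means summed to 13330302 normalized counts in the GFP group and 10915829 in the dnMKL1 group, a log2 ratio of -0.29. Scaling both groups to the same total raises every log2 fold change by that amount, and 5685 genes were then higher and 927 lower. The share of higher genes went from 48.8% to 86.0%. All log2 fold changes given here are relative to the authors' scaling, under which the median over 11922 genes with a base mean of at least 10 was 0.0041.

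Fold changes followed expression level. Among 2452 genes with base means from 1 to 10, the median log2 fold change computed from the authors' deposited table was 0.25. It was 0.14 from 10 to 100 and 0.0074 from 100 to 1000, then -0.13 from 1000 to 10000. For the 140 genes at 10000 or more, the authors' deposited table gave a median of -0.60, with 5 genes higher and 99 lower at an adjusted p-value under 0.05. Under total-count scaling the median of that class was -0.31.

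**Figure D1:**
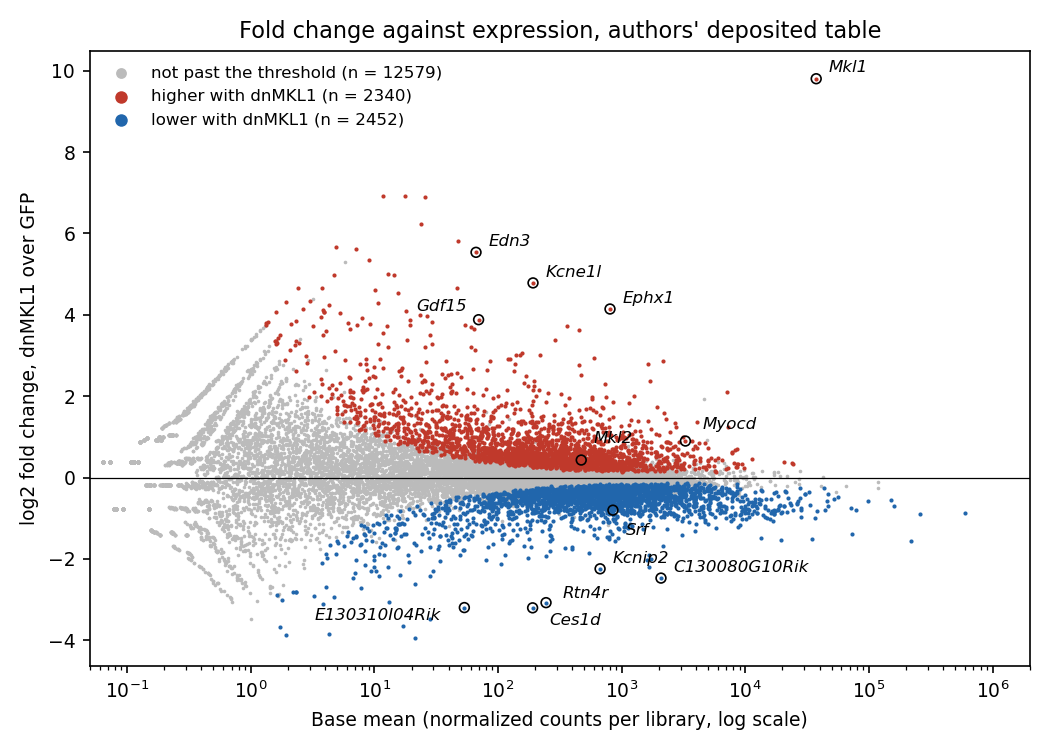
Log2 fold change (dnMKL1 over GFP) against base mean in normalized counts (log axis), 1 point per gene of the authors' deposited table, with red for the 2340 genes higher and blue for the 2452 lower at an adjusted p-value under 0.05. Circles mark the 4 pathway genes and the genes with the largest changes, and the most abundant genes lie mainly below 0 (under the authors' scaling).

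After Mkl1, the largest rises among genes with a base mean of at least 50 were those of Edn3, Kcne1l, Ephx1 and Gdf15. The authors' deposited table gave log2 fold changes of 5.54 (SE 0.80) for Edn3, 4.78 (SE 0.64) for Kcne1l, 4.14 (SE 0.38) for Ephx1 and 3.88 (SE 0.43) for Gdf15. Edn3 had an implied mean of 2.81 normalized counts in the GFP group, so the size of its rise rests on few reads there. The largest falls in the authors' deposited table were -3.20 (SE 0.30) for Ces1d, -3.20 (SE 0.27) for E130310I04Rik, -3.07 (SE 0.25) for Rtn4r, -2.47 (SE 0.17) for C130080G10Rik and -2.24 (SE 0.24) for Kcnip2. C130080G10Rik lies next to Actc1, a highly expressed gene, in the RefSeq gene table.

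The question of whether SRF targets moved was put to 2 lists. The 38 targets shared by SRF and MKL1-type coactivators had a median log2 fold change of 0.28, with 13 members higher and 9 lower at an adjusted p-value under 0.05, and the same counts when adjusted over the list alone. The median lay above all 10000 matched random lists, yet the members spread from -1.55 to 2.36, and limma cameraPR found no shift of the list (adjusted p = 0.567). Total-count scaling moved the median most, to 0.57, while restricting the list to members with a base mean of at least 100 lowered it to 0.020. The 3 members with the smallest p-values moved in different directions: the authors' deposited table gave -0.94 (SE 0.06) for Wdr1, 1.08 (SE 0.10) for Fhl1 and 2.36 (SE 0.22) for Tpm2. The immediate early genes, which SRF regulates with another family of cofactors, had 15 of 16 members with a fold change and a median of 0.53. Of these, 5 were higher and 0 lower by adjusted p-value, also when adjusted over the list alone, and 6 had an unadjusted p-value under 0.05. The median was at percentile 99.99 of random lists, while cameraPR gave an adjusted p of 0.0607. With the 1 member at or under 3 counts in both groups left out, the median was 0.40, and it was 0.27 over members with a base mean of at least 10 and 0.26 with at least 100. The authors' deposited table gave 0.82 (SE 0.20) for Junb, 0.77 (SE 0.24) for Jun and 0.53 (SE 0.18) for Ier2.

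**Figure D2:**
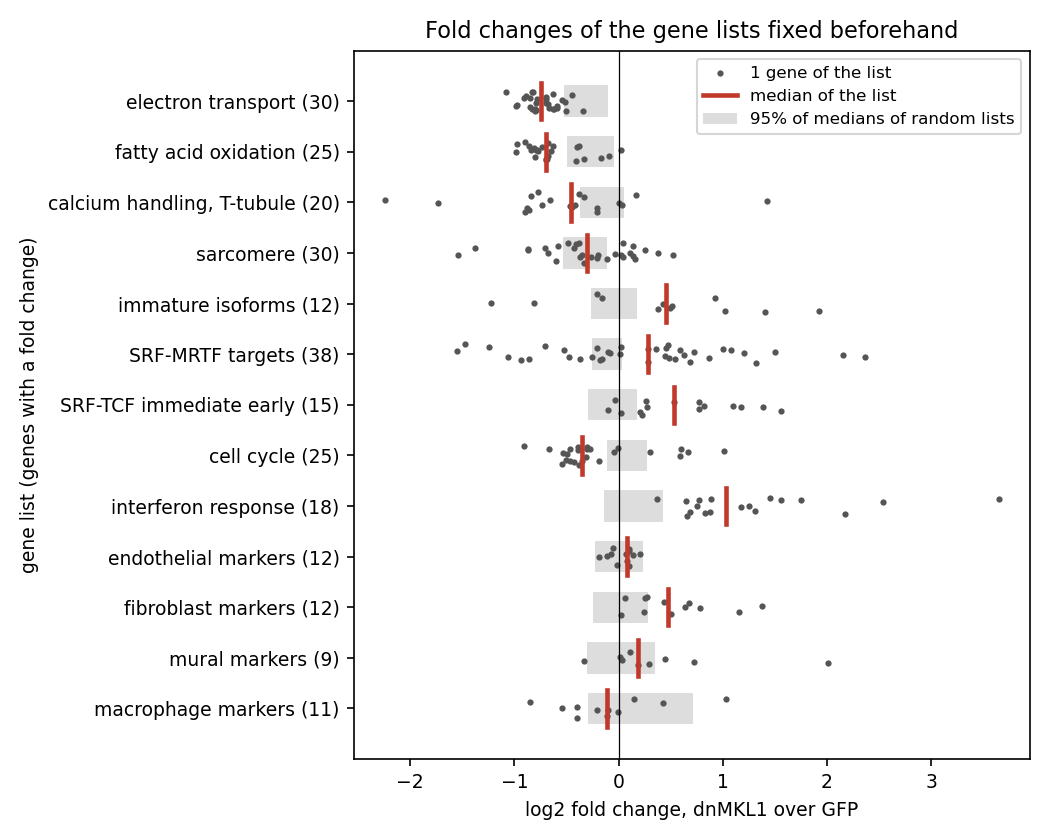
Log2 fold change (dnMKL1 over GFP) of each member of the 13 lists with enough genes, from the authors' deposited table, with the list median as a red bar and the range of 95% of the medians of 10000 random lists matched on base mean in grey. Electron transport and fatty acid oxidation lie left of their grey range and the interferon response right of it; total-count scaling would move all points right by the same amount without changing their place against the grey bars.

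Sarcomere genes had a median log2 fold change of -0.30 over 30 members, with 2 higher and 13 lower, or 3 and 13 when adjusted over the list alone. Against all genes the list was lower (cameraPR, adjusted p = 6.7e-06). Against genes of like base mean it lay at percentile 54.5, and against genes also alike in transcript length and GC content at percentile 2.52, at the edge of the central 95%. The place of this list thus depended on the matching, and under total-count scaling its median was -0.012. The authors' deposited table gave -1.38 (SE 0.12) for Myl3, -1.54 (SE 0.17) for Tnnc1 and -0.70 (SE 0.09) for Nexn. The 20 genes of the calcium handling and T-tubule list had a median of -0.46, with 0 higher and 14 lower by adjusted p-value, also when adjusted over the list alone. They had 15 members with an unadjusted p-value under 0.05, stood at percentile 0.540 and differed from other genes by cameraPR (adjusted p = 5.7e-11). The authors' deposited table gave -0.90 (SE 0.10) for Atp2a2, -1.73 (SE 0.21) for Kcnd2 and -2.24 (SE 0.24) for Kcnip2. Kcnd2 and Kcnip2 encode subunits of a potassium channel, so the list is wider than its name. With 14 of 20 members lower, the fall was not theirs alone. The 12 immature isoforms, expressed in fetal or stressed heart, had a median of 0.46 with 4 higher and 2 lower, the same when adjusted over the list alone. The median lay above all 10000 random lists, but cameraPR on the 10 members with a Wald p-value found no shift (adjusted p = 0.687). The authors' deposited table gave 1.02 (SE 0.13) for Actn1, -1.22 (SE 0.27) for Nppb and -0.81 (SE 0.21) for Ckb. Nppa and Myh7 had log2 fold changes of 1.93 (SE 0.60) and 0.92 (SE 0.90) and no p-value in the authors' deposited table. Both count in the median of the 12 members and in its place among random lists.

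Genes of mitochondrial energy supply were lower. All 30 electron transport genes had negative log2 fold changes, from -1.08 to -0.35 with a median of -0.74, and 29 were lower by adjusted p-value, or 30 when adjusted over the list alone. No random list of 10000 had so low a median, and cameraPR gave an adjusted p of 6.3e-26. The authors' deposited table gave -0.80 (SE 0.10) for Atp5a1, -0.83 (SE 0.10) for Sdha and -0.80 (SE 0.10) for Ndufa9. Fatty acid oxidation had a median of -0.69 over 25 genes, with 22 lower and 0 higher, or 23 and 0 when adjusted over the list alone, and 23 with an unadjusted p-value under 0.05. It lay at percentile 0.0300 (cameraPR, adjusted p = 4.5e-22). The authors' deposited table gave -0.98 (SE 0.10) for Echs1, -0.82 (SE 0.09) for Hadha and -0.98 (SE 0.11) for Acadvl. Under total-count scaling both lists stayed below 0, with medians of -0.46 and -0.40.

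Cell cycle genes had a median log2 fold change of -0.35 over 25 members, lower than all 10000 random lists. Their SEs were large, with a median 2.26 times that of genes of like base mean, and the list was not shifted by cameraPR (adjusted p = 0.818). By adjusted p-value 3 members were higher and 1 lower, or 2 and 0 when adjusted over the list alone, and 5 had an unadjusted p-value under 0.05. The members with the smallest p-values were higher: the authors' deposited table gave 1.01 (SE 0.33) for Mcm6, 0.59 (SE 0.20) for Mcm4 and 0.30 (SE 0.11) for Pcna. Interferon response genes had a median of 1.03, and all 18 had positive fold changes. Of these, 12 were higher and 0 lower by adjusted p-value, or 14 and 0 when adjusted over the list alone, with 14 at an unadjusted p-value under 0.05. No random list was as high, and cameraPR gave an adjusted p of 4.8e-06. With low group means set to 3 counts, and members low in both groups left out, the median was 1.18, and over members with a base mean of at least 100 it was 0.76. The authors' deposited table gave 2.54 (SE 0.42) for Ifit1, 0.76 (SE 0.14) for Stat2 and 1.31 (SE 0.28) for Irf7.

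Markers of other cell types were compared as a measure of the purity of the sorted cells. The 12 endothelial markers had a median log2 fold change of 0.077, with 0 of them past an adjusted p-value of 0.05 (also when adjusted over the list alone) and 0 at an unadjusted p-value under 0.05. The most abundant had base means of 876 (Kdr), 825 (Fabp4) and 497 (Pecam1) in the authors' deposited table, and those with the smallest p-values were Cldn5, Flt1 and Emcn, with log2 fold changes of 0.20 (SE 0.34), 0.14 (SE 0.25) and -0.18 (SE 0.35). The 12 fibroblast markers had a median of 0.47, at percentile 99.92 (cameraPR, adjusted p = 1.5e-04), with 5 higher and 0 lower, also when adjusted over the list alone, and 6 with an unadjusted p-value under 0.05. The authors' deposited table gave 1.15 (SE 0.10) for Gsn, 1.38 (SE 0.16) for Fbln1, 0.64 (SE 0.14) for Col1a2 and 0.44 (SE 0.15) for Col3a1, the last with the largest base mean of the list, 2281. The 9 mural markers (of pericytes and smooth muscle) had a median of 0.18, inside the random lists at percentile 84.4, with 2 higher and 0 lower, also when adjusted over the list alone, and 3 with an unadjusted p-value under 0.05. cameraPR gave an adjusted p of 0.0345 at a correlation of 0.01 and 0.0705 at 0.05. The authors' deposited table gave 2.01 (SE 0.18) for Cspg4, 0.73 (SE 0.20) for Myh11 and 0.45 (SE 0.20) for Notch3, with base means of 7052 for Abcc9 and 321 for Pdgfrb. Whether cardiomyocytes also express these markers was not measured. The base mean of Abcc9, far above that of Pdgfrb, therefore cannot be read as an amount of mural cells. The 11 macrophage markers had a median of -0.11, at percentile 11.7 (cameraPR, adjusted p = 0.864), with 1 higher and 0 lower, or 0 and 0 when adjusted over the list alone, and 2 with an unadjusted p-value under 0.05. The authors' deposited table gave 1.03 (SE 0.39) for Cd68, -0.55 (SE 0.26) for Lyz2 and -0.85 (SE 0.60) for Ctss, and base means of 50.3, 32.2 and 21.7 for Lyz2, Csf1r and C1qb. Only 2 of 6 erythroid markers had a fold change (Alas2 and Slc4a1) and the list was not compared, while Hba-a2 was listed at 0. Of the calls above by cameraPR, those for sarcomere, calcium handling, fatty acid oxidation, electron transport, interferon and fibroblast lists also held at a correlation of 0.05.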

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

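Total-count scaling, median-centring of single genes, the set test and the matching on length and GC content were chosen after seeing the data, as were the other thresholds for single genes. No paired analysis was possible because the replicate numbers belong to libraries whose values are not used here. For the same reason the planned count tests, the alternatives for normalized values, the fits that each leave out 1 library, fry, camera with an estimated correlation and other splits of the samples were not run. Whether 1 library decides a value was therefore not tested, also for the 8 genes with a fold change and no p-value.

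The 4792 genes became 3549 at an adjusted p-value under 0.01, 5580 under 0.1, 4604 with adjustment over all p-values, 4726 with a base mean of at least 10 and 3897 with at least 100. A minimum absolute log2 fold change of 1 left 942 genes (654 higher, 288 lower) and one of 0.5 left 2735 (1489 higher, 1246 lower), since fewer genes can pass. Median-centring moved the total to 4789. Total-count scaling gave 5685 higher and 927 lower genes, 6612 in all. Of these, 3273 were also called under the authors' scaling, 6 of them in the opposite direction. The 2340 higher genes stayed higher and called, whereas 927 of the 2452 lower genes stayed lower and called. The shift of 0.29 that this scaling adds to every gene is the whole of its effect. Which scaling is closer to the amounts of RNA per cell was not tested.

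Of 13 lists compared, 13 kept their direction and their side of the central 95% of random lists with a base mean of at least 10, with median-centring and with matching on length and GC content. That matching nonetheless moved the sarcomere list from percentile 54.5 to 2.52, at the edge of the range, and the cause was not tested. With a base mean of at least 100, 11 did so, and the SRF-MRTF targets fell to a median of 0.020 at percentile 97.1; the macrophage list had too few genes there. The cause was not tested. The medians of the immediate early and interferon lists also dropped, to 0.26 and 0.76, and stayed above the central 95% of random lists. Under total-count scaling the macrophage median reversed to 0.18, by the shift itself, and 12 lists kept their direction. Against random lists the places cannot move under that scaling.

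Of 61 named genes with a fold change, 61 kept their call with adjustment over all p-values and with median-centring. A threshold of 0.01 made 5 weaker (Ier2, Mcm4, Pcna, Col3a1 and Cd68). Total-count scaling made 2 stronger (Notch3 and Abcc9) and reversed 5, none past the threshold: Emcn to 0.10, Fabp4 to 0.18, Pecam1 to 0.22, Csf1r to 0.28 and C1qb to 0.083.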

Other observations

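All tests were chosen only after the pattern they bear on had been seen. For the matching on transcript length and GC content and the count of receptor genes, the outcome of the test itself had not been seen. Members already seen were left out of the stress and atrial tests. Each pattern was found and tested on the same data, so that every explanation is a hypothesis. Library batches are not given by the labels.

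Electron transport and fatty acid oxidation genes were lower in dnMKL1 libraries. Scaling of the libraries alone is argued against, since the electron transport median stayed at -0.46 under total-count scaling. Length and GC content are argued against, as 0 of 10000 random lists matched on base mean, length and GC had so low a median. A lower share of cardiomyocytes would lower sarcomere genes as far, but the electron transport median minus that of the sarcomere list was -0.44 (permutation test over genes, two-sided, p = 2.0e-05, the smallest that 100000 resamples can give, with genes not independent). An effect of dnMKL1 on mitochondrial genes may therefore underlie the pattern. Strain from the very high level of the vector's transcript stays open and was not tested.

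Interferon genes were higher in dnMKL1 libraries. More macrophages would raise macrophage markers at least as far. Their weighted mean log2 fold change was -0.11 (SE 0.16) against 1.13 (SE 0.14) for the interferon genes, a gap of -1.24 (SE 0.22) that scaling leaves as it is. Among random lists matched on base mean, length and GC, 0 of 10000 were as high. A response in macrophages of unchanged number, a response to the vector and an effect of dnMKL1 in cardiomyocytes all stay open and could not be separated.

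Genes of low expression were higher in dnMKL1 libraries, and genes with 1 read in 1 library were more frequent there. They numbered 71.5 ± 7.42 per unit of size factor in GFP libraries (SD, n = 5, from 63.6 to 83.3) and 109 ± 14.8 in dnMKL1 libraries (SD, n = 5, from 94.4 to 133), with no overlap (exact permutation test, two-sided, p = 0.00794, the smallest this design allows). Deeper libraries in one group are argued against by this rate per unit of depth. Background reads spread over all genes would raise olfactory and vomeronasal receptor genes in the same ratio. These had 17 single reads in GFP and 25 in dnMKL1 libraries, a ratio of 1.29 per unit of size factor (exact 95% interval 0.672 to 2.55), against 1.46 for other genes. Background reads and a wider range of transcribed genes cannot be told apart, because the interval holds both 1.46 and no difference.

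Atrial genes varied between libraries. The 15 atrial genes not seen before had SEs with a median 1.57 times that of genes of like base mean, more than all but 1 of 10000 random lists. The ratio was 1.04 for fatty acid oxidation and 1.07 for sarcomere genes. It was also high for lists without atrial genes, at 2.86 for endothelial, 2.26 for cell cycle, 2.07 for immediate early and 1.34 for SRF-MRTF genes, and at 2.48 for immature isoforms, which include atrial genes. The 5 atrial genes seen before had higher ratios still, 10.4 for Myl7, 9.49 for Sln, 7.82 for Mybphl, 6.03 for Myl4 and 6.0 for Nppa. Among the 15, Dkk3 had 5.04 and Bmp10 3.91, whereas Kcnj5 had 0.618. The 5 were listed after their values had been seen, so they decide nothing by themselves. A variable amount of atrial tissue stays a candidate explanation, but it cannot be told apart from other differences between libraries, since no values per library are used here that would show whether these genes vary together. Nppa, Mybphl and Myh7 were among the 8 genes with a fold change and no p-value in the authors' deposited table.

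The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had a median SE of 2.89 in the authors' deposited table, the value that a dispersion of 10 gives for 5 against 5 libraries, and 25.1 times that of genes of like base mean. Libraries of both sexes in the groups may explain this. Whether the sexes were unequally divided cannot be told apart from an equal division: the median log2 fold change of the Y-linked genes was -0.31 and that of Xist was -0.21 (SE 2.12) in the authors' deposited table, both far inside their SEs.

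Stress genes stood among those that rose most, such as Gdf15 and, chosen after their values were seen, Trib3, Cdkn1a and Hmox1, with log2 fold changes of 3.69, 2.80 and 2.91 in the authors' deposited table. Members not seen before had medians of 0.72 for the integrated stress response (25 genes), 0.81 for p53 targets (18 genes) and 0.56 for NRF2 targets (18 genes), each above all 10000 random lists. By cameraPR their adjusted p-values were 5.2e-04, 2.1e-05 and 0.0020 at a correlation of 0.01, and 0.012, 0.0012 and 0.018 at 0.05. With low group means set to 3 counts, and members low in both groups left out, the integrated stress response median was 0.62. The lists share 1 gene, Slc7a11. Activation of the 3 responses would give such medians, but its cause was not tested. dnMKL1 itself, the load of its expression and an unequal response to the digestion and sorting of the cells all stay open. For heat shock genes the median was -0.057 with 4 of 15 higher and 5 lower by adjusted p-value. Hspa1a and Hspa1b, seen before, were higher by 3.38 (SE 0.64) and 3.73 (SE 0.68) in the authors' deposited table. Their SEs were 5.34 and 6.07 times those of genes of like base mean. A heat shock response and its absence cannot be told apart from members that go both ways.

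Fibroblast markers rose unequally. All 12 had positive fold changes, with a median of 0.47, but they differed from each other by more than their SEs (heterogeneity test over genes, chi-square, p = 1.2e-10), Gsn and Fbln1 having the largest rises. More fibroblasts as the only cause would raise the markers alike if no other cells expressed them. Without that condition the unequal rises cannot decide against it. More fibroblasts, as the whole or a part of the cause, and a change in gene expression cannot be told apart, since no value separates the RNA of different cells. How many of the markers cardiomyocytes also express was not measured here.

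C130080G10Rik fell with its neighbour Actc1. Reads running on from Actc1 would make both fall alike, but C130080G10Rik was lower by a log2 difference of -0.92 (SE 0.23), which argues against that as the whole cause. An effect of dnMKL1 on the gene itself may remain.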
